A study of Drosophila melanogaster with 6 samples (transcriptomic, total RNA). Its data were reported in "MicroRNA-Dependent Transcriptional Silencing of Transposable Elements in Drosophila Follicle Cells" (2015).

How the data were processed

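RNA immunoprecipitation followed by sequencing (RIP-seq) was performed on ovaries of Drosophila melanogaster of 3 genotypes. Per the labels, each genotype gave 1 input library, made from RNA of the lysate before precipitation, and 1 IP library, made from RNA recovered after precipitation with an anti-FLAG and then an anti-HA antibody. RNA depleted of ribosomal RNA was fragmented, copied with random primers and sequenced as reads of 50 nt, without regard to the strand of origin.

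The deposited files hold a count per miRNA window and nothing else. Each file has 237 rows, and a row gives a window (chromosome, start, end), the name of the miRNA inside it and a whole-number read count. The authors made these counts from reads that matched the genome perfectly, with hairpins taken from miRBase. The aligner, the genome build, the miRBase version and the handling of duplicate reads and of reads with several matches were not stated. The windows were from 1054 to 1215 bp wide (median 1094 bp), so each covers a hairpin with its flanks. A count therefore reflects longer RNA, such as the primary transcript (pri-miRNA), and not the mature miRNA. Any other transcript crossing a window, on either strand, would be counted too and could not be told apart without an annotation. As 71 of the 237 windows overlapped another, a read in an overlap could be counted for more than 1 miRNA. The counts had not been divided by library size. The study scaled its libraries to genome-unique reads and refers to its supplement for sequencing counts. That total was not in the files analysed here and was not used, so the depth of each library outside miRNA windows was not taken into account.

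The 6 libraries were grouped by their labels, with 1 library per group. No group had a replicate, so edgeR's quasi-likelihood test had no residual degrees of freedom and was not used. For each of 9 comparisons, the 2 counts of every miRNA were compared by a two-sided exact binomial test given their sum, with equal depth assumed (probability 0.5). P-values were adjusted by the Benjamini-Hochberg method over the miRNAs counted in either library. A miRNA was called at an adjusted p-value under 0.05 with at least a 2-fold difference in count + 1. Log2 ratios were computed on count + 1, and their standard errors hold counting noise only, since variation between ovary preparations could not be measured. Totals were compared as ratios with 95% exact (Clopper-Pearson) intervals, and shares of a library were given with 95% Wilson intervals. The smallest share that a library could show was taken as 3 counts of its total.

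The bound set was defined as the miRNAs called higher in the TN-Drosha IP than in the WT-Drosha IP, the driver-only IP and the TN-Drosha input. Windows within 10 kb of each other on a chromosome were joined into loci, which gave 178 loci, 26 of them with several miRNAs. Ranks were compared across miRNAs by Spearman's rho with 100000 permutations. The named miRNAs followed a rule fixed in advance. For the comparison of the TN-Drosha and WT-Drosha IPs these were the 10 with the highest TN-Drosha IP count among those called higher, mir-14 and mir-34 (followed up in the study), and at most 5 called lower. For the other comparisons they were at most the 5 called miRNAs with the smallest p-values.

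The alternatives tried were no fold minimum, a fold minimum of 4, counts relative to the library's total miRNA count, DESeq2 size factors (computed over the 103 miRNAs counted in all 6 libraries), edgeR's exact test with an assumed coefficient of variation of 0.4 between libraries, only miRNAs with at least 10 counts in the pair, a pseudocount of 0.5, totals without the 5 miRNAs with the highest counts, and 1 window per locus. The scripts were tested on simulated data with 40 miRNAs changed by 6-fold, of which the binomial test recovered 40 with 1 false call, and edgeR recovered 97.5%. The simulated counts held counting noise only, at the same baseline depth. As many miRNAs were raised as lowered, all in windows with higher counts. These settings meet the assumptions of the binomial test, so the result checks the scripts and not the error rate in the real libraries. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

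Total miRNA counts ranged from 4043 in the driver-only IP to 28341 in the TN-Drosha IP, so the share given by 3 counts ranged from 0.0742% to 0.0106%. No row was left out, although 52 miRNAs had no count in any library and entered no test. The position of windows relative to genes, exons and introns is not analysed here because no genome annotation was used here.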

Results

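Drosha is the RNase III enzyme that cuts the hairpin of a miRNA out of its long primary transcript, the pri-miRNA. To list the pri-miRNAs handled by Drosha in follicle cells, the somatic cells that surround the germline of the ovary, tagged Drosha proteins were expressed there with the traffic jam driver (tj-GAL4) and precipitated together with their RNA. The proteins carried FLAG and HA tags. WT-Drosha was the active enzyme. TN-Drosha was a trans-dominant negative form with mutated RNase III domains, which is unable to cut its substrates. Ovaries with the driver alone (tj-GAL4>Ø), without a tagged protein, served as the mock precipitation. Input RNA was sequenced for each genotype, giving 6 libraries with 1 library per group (no replicates). Reads were counted in 237 windows of about 1.1 kb, each named for the miRNA whose hairpin it covers. Window positions are given as in the files, for which no genome build was stated.

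Inputs were sequenced to similar depth in these windows. The total miRNA count was 5983 in the tj-GAL4>Ø input, 5951 in the WT-Drosha input and 6648 in the TN-Drosha input (no replicates). Precipitated libraries were far less alike, with totals of 4043 for tj-GAL4>Ø, 9373 for WT-Drosha and 28341 for TN-Drosha. At least 1 read was counted for 127, 126 and 144 miRNAs in these inputs, and for 128, 145 and 168 miRNAs in the IPs, in the same order of genotypes. With a minimum of 3 counts the numbers were 105, 100 and 116 in the inputs, and 90, 116 and 135 in the IPs. Altogether 185 miRNAs were counted in at least 1 library. A share of 3 counts, the smallest taken as detectable, was 0.0501%, 0.0504% and 0.0451% of the inputs and 0.0742%, 0.0320% and 0.0106% of the IPs. The miRNA with the most counts was mir-308 in every input (617, 517 and 551 counts), mir-4917 in the mock IP (519 counts), mir-13b-2 in the WT-Drosha IP (777 counts) and mir-996 in the TN-Drosha IP (1968 counts). The 10 highest miRNAs held between 38.5% (TN-Drosha input, 95% Wilson interval 37.4 to 39.7%) and 49.5% (tj-GAL4>Ø IP, 47.9 to 51.0%) of a library. No sequencing batch or date was given in the labels, so no batch could be separated from genotype.

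**Figure D1:**
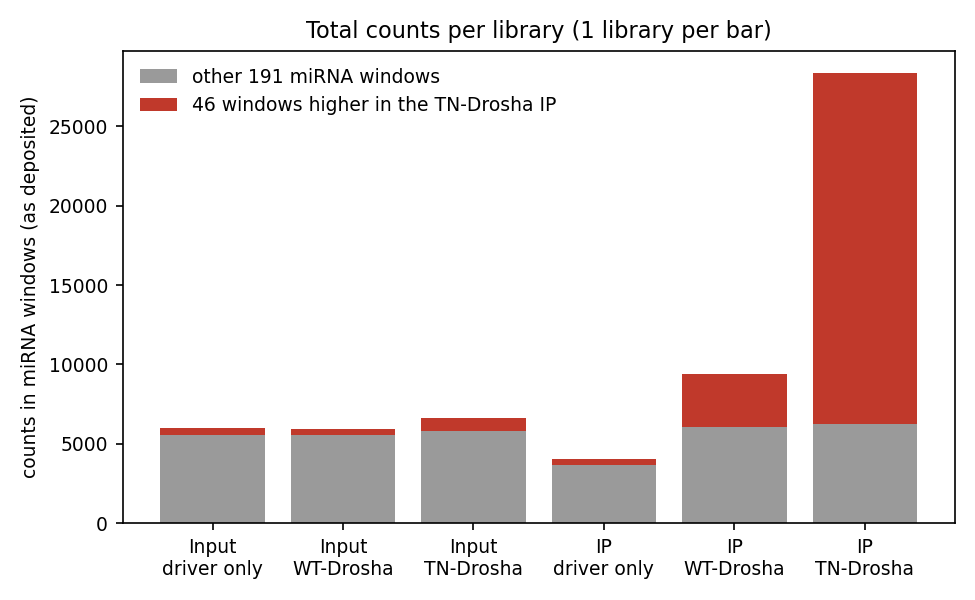
Bars show the total count in miRNA windows of each of the 6 libraries (y axis, counts as deposited; 1 library per bar, no error bar), split into the 46 windows that were higher in the TN-Drosha IP than in the WT-Drosha IP, the mock IP and the TN-Drosha input (red) and the other 191 windows (grey). The grey part ranged from 3664 to 6240 counts, while the red part rose from 379 counts in the mock IP to 3287 in the WT-Drosha IP and 22101 in the TN-Drosha IP.

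The first question was whether the catalytically inactive protein retained more pri-miRNA than the active one. The total miRNA count in the TN-Drosha IP was 3.02 times that of the WT-Drosha IP (95% exact interval 2.95 to 3.10, no replicates). Of 173 miRNAs counted in either IP, 51 were called higher in the TN-Drosha IP and 4 lower. Among those called higher, the log2 ratio had a median of 2.81 and a maximum of 8.11, and 5 miRNAs had no count at all in the WT-Drosha IP. These 51 miRNAs summed to 22367 counts with TN-Drosha and 3389 with WT-Drosha. With counts taken relative to the total miRNA count of each library, 24 miRNAs were called higher.

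The miRNA with the highest count in the TN-Drosha IP was mir-996 (chromosome 3R, 25042406 to 25043502), with 1968 counts against 507 in the WT-Drosha IP, a log2 ratio of 1.95 (standard error, SE, 0.072 from counting noise, no replicates, exact binomial test, Benjamini-Hochberg adjusted p = 1.08e-200). Its neighbour mir-279 (3R, 25040807 to 25041906) had 1442 and 550 counts. The log2 ratio of mir-279 was 1.39 (SE 0.072), the smallest of the named miRNAs called higher, with an adjusted p of 7.90e-91 by the same exact test and method. The windows of mir-275 (2L, 7425295 to 7426392, 1494 and 243 counts) and mir-305 (2L, 7425472 to 7426544, 1341 and 193 counts) overlap, and their log2 ratios were 2.62 and 2.79 (SEs 0.100 and 0.111). Ratios were larger for mir-318 (3R, 6233524 to 6234591) and mir-994 (3R, 6233359 to 6234449), also an overlapping pair, with 1027 against 65 and 916 against 50 counts (log2 ratios 3.96 and 4.17, SEs 0.18 and 0.21). Counts of 848 and 209 were found for mir-2a-1 (2L, 19569397 to 19570472, log2 ratio 2.02, SE 0.11) and of 787 and 200 for mir-12 (X, 15403006 to 15404079, log2 ratio 1.97, SE 0.11).

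For mir-989 (2R, 10032356 to 10033529), 1332 counts with TN-Drosha faced 27 with WT-Drosha, a 47.6-fold difference (log2 ratio 5.57, SE 0.28). The widest gap among the named miRNAs belonged to mir-263a (2L, 11952910 to 11954003), with 827 against 2 counts. Its log2 ratio of 8.11 had an SE of 0.83, because so few reads were counted with WT-Drosha. The 2 miRNAs that the study followed up were both higher in the TN-Drosha IP. For mir-14 (2R, 5440767 to 5441829) the counts were 781 and 36 (log2 ratio 4.40, SE 0.24, exact binomial test, Benjamini-Hochberg adjusted p = 3.92e-182). For mir-34 (3R, 5926158 to 5927256) they were 420 and 5 (log2 ratio 6.13, SE 0.59, adjusted p = 3.51e-116 by the same exact test and method). The 4 miRNAs lower with TN-Drosha had low counts. They were mir-4961 (X, 1267156 to 1268288, 35 against 83 counts, log2 ratio -1.22, SE 0.29), mir-4980 (2R, 3673327 to 3674448, 14 against 42 counts, log2 ratio -1.52, SE 0.43), mir-1012 (3R, 22686571 to 22687629, 4 against 19 counts, log2 ratio -2.00, SE 0.72) and mir-2535b (X, 21168802 to 21169872, 16 against 35 counts, log2 ratio -1.08, SE 0.42). The largest adjusted p of these 4, for mir-2535b, was 0.0288 (exact binomial test, Benjamini-Hochberg). When the libraries were scaled to their totals, the log2 ratio of mir-279 changed sign to -0.206. Under the same scaling mir-996 fell to 0.360, mir-12 to 0.379 and mir-2a-1 to 0.423, and none of them was called any longer.

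**Figure D2:**
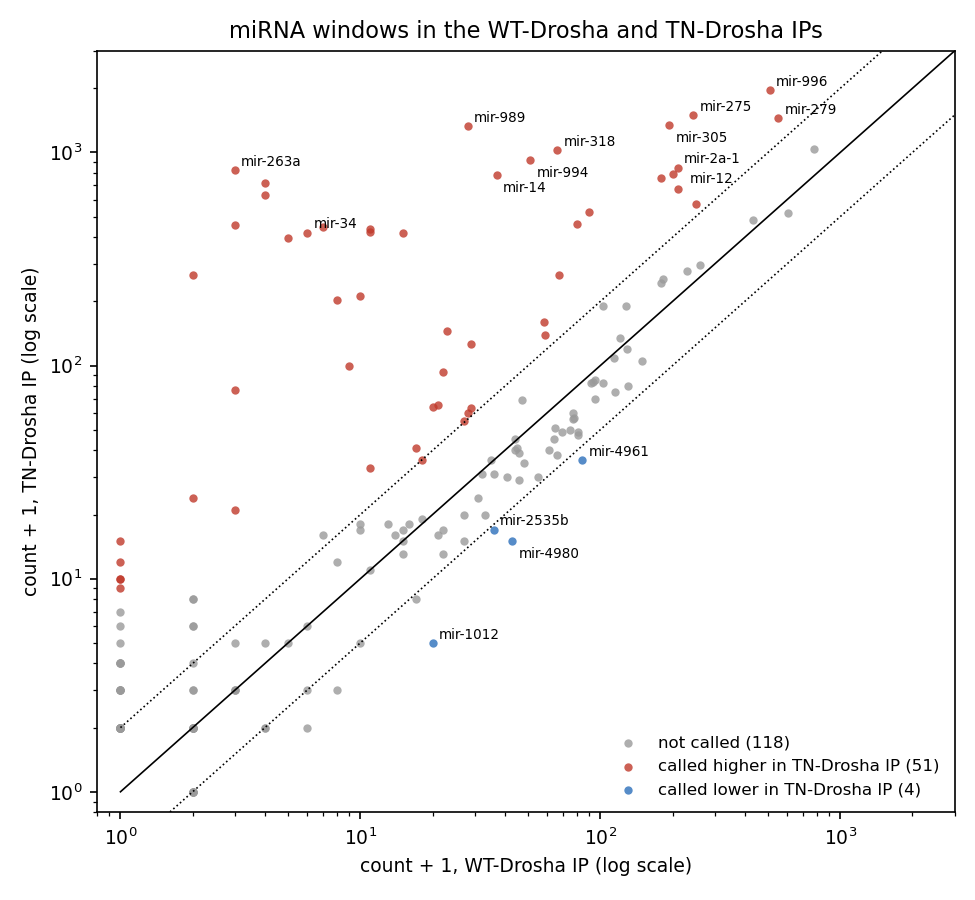
Each point is 1 of the 173 miRNA windows counted in either IP, with count + 1 in the WT-Drosha IP on the x axis and count + 1 in the TN-Drosha IP on the y axis (both log scales; 1 library each), a solid line for equal counts and dotted lines for 2-fold differences. The 51 windows called higher with TN-Drosha (red) spread from near the 2-fold line, as mir-279 (1442 against 550), to far above it, as mir-263a (827 against 2), and the 4 called lower (blue) had at most 35 counts with TN-Drosha.

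Counts in the TN-Drosha and WT-Drosha IPs rose together across miRNAs (Spearman's rho 0.761 over 173 miRNAs, permutation test p = 1e-05, the smallest that the permutations can give). The 9 such relations computed between libraries all had a Benjamini-Hochberg adjusted permutation p of 1e-05. MiRNAs are not independent replicates, since neighbouring hairpins can share a transcript. Between an IP and its own input the coefficient was 0.785 for tj-GAL4>Ø, 0.701 for WT-Drosha and 0.624 for TN-Drosha. The mock IP ranked miRNAs more like the WT-Drosha IP (rho 0.835) than like the TN-Drosha IP (rho 0.629). Limiting the comparison of TN-Drosha with WT-Drosha to miRNAs with at least 10 counts lowered rho to 0.443 over 117 miRNAs.

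The mock precipitation measured RNA recovered without any tagged protein. Against it, the TN-Drosha IP total was 7.01 times as high (95% exact interval 6.78 to 7.25, no replicates), and of 169 miRNAs 69 were called higher and 1 lower. The 5 named miRNAs were mir-996 (1968 against 40 counts, log2 ratio 5.59, SE 0.23), mir-275 (1494 against 32 counts, log2 ratio 5.50, SE 0.25), mir-279 (1442 against 37 counts, log2 ratio 5.25, SE 0.24), mir-305 (1341 against 27 counts, log2 ratio 5.58, SE 0.28) and mir-989 (1332 against 13 counts, log2 ratio 6.57, SE 0.39). Their exact binomial p-values were too small to be stored as numbers. The single miRNA called lower was mir-1012 (4 against 18 counts). Scaling to library totals left 36 miRNAs called higher.

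WT-Drosha also recovered more miRNA reads than the mock. Its total was 2.32 times as high (95% exact interval 2.23 to 2.41, no replicates), with 43 of 149 miRNAs called higher and 0 lower. The clearest were mir-279 (550 against 37 counts, log2 ratio 3.86, SE 0.24, exact binomial test, Benjamini-Hochberg adjusted p = 3.96e-116), mir-996 (507 against 40 counts, log2 ratio 3.63, SE 0.23), mir-283 (X, 15401489 to 15402588, 250 against 15 counts, log2 ratio 3.97, SE 0.37), mir-2a-1 (209 against 5 counts, log2 ratio 5.13, SE 0.60) and mir-2a-2 (2L, 19568990 to 19570061, 209 against 6 counts, log2 ratio 4.91, SE 0.55). The windows of mir-2a-1 and mir-2a-2 overlap. This count of miRNAs depended on the scaling and the noise assumed, and edgeR's exact test with a coefficient of variation of 0.4 called 15 miRNAs higher.

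Each IP was next compared with the input of the same ovaries. The TN-Drosha IP total was 4.26 times its input (95% exact interval 4.15 to 4.38, no replicates). Of 175 miRNAs, 61 were called higher in the IP, with a median log2 ratio of 4.17, and 18 lower. The named miRNAs were mir-996 (1968 against 36 counts, log2 ratio 5.73, SE 0.24), mir-275 (1494 against 34 counts, log2 ratio 5.42, SE 0.25), mir-279 (1442 against 59 counts, log2 ratio 4.59, SE 0.19), mir-305 (1341 against 21 counts, log2 ratio 5.93, SE 0.31) and mir-989 (1332 against 54 counts, log2 ratio 4.60, SE 0.20). Relative to library totals the number called higher dropped to 34.

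For WT-Drosha the ratio of IP to input totals was 1.58 (95% exact interval 1.52 to 1.63, no replicates), and 33 of 157 miRNAs were called higher in the IP and 11 lower. Here mir-996 had 507 against 10 counts (log2 ratio 5.53, SE 0.44, exact binomial test, Benjamini-Hochberg adjusted p = 1.62e-133). Also called higher were mir-279 (550 against 20 counts, log2 ratio 4.71, SE 0.32), mir-283 (250 against 12 counts, log2 ratio 4.27, SE 0.41), mir-2a-1 (209 against 4 counts, log2 ratio 5.39, SE 0.65) and mir-275 (243 against 14 counts, log2 ratio 4.02, SE 0.38). The alternative with the largest effect was edgeR's exact test at a coefficient of variation of 0.4, which called 22 miRNAs.

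In tj-GAL4>Ø ovaries the counts as deposited differed in the opposite direction. The mock IP total was 0.676 times its input (95% exact interval 0.649 to 0.703, no replicates, exact binomial p = 4.66e-84), and of 145 miRNAs 2 were called higher in the IP and 30 lower. The 5 with the smallest p-values were all lower. They were mir-4942 (3L, 23331828 to 23332937, 6 against 146 counts, log2 ratio -4.39, SE 0.56, exact binomial test, Benjamini-Hochberg adjusted p = 8.21e-34), mir-4961 (44 against 187 counts, log2 ratio -2.06, SE 0.24), mir-954 (4, 646252 to 647338, 1 against 67 counts, log2 ratio -5.09, SE 1.04), mir-3642 (3L, 11622105 to 11623180, 43 against 155 counts, log2 ratio -1.83, SE 0.25) and mir-965 (2L, 242535 to 243641, 10 against 80 counts, log2 ratio -2.88, SE 0.46). After scaling by DESeq2 size factors, which were 0.562 for this IP and 0.894 for its input, 14 miRNAs were called higher and 16 lower. Most of the imbalance between the directions was then no longer seen. Size factors assume that most windows do not change, so this cannot tell whether the imbalance came from depth.

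The effect of precipitation was compared between genotypes as a ratio of ratios. The IP to input ratio of totals was 6.31 times as high in TN-Drosha as in tj-GAL4>Ø ovaries, 2.71 times as high in TN-Drosha as in WT-Drosha ovaries and 2.33 times as high in WT-Drosha as in tj-GAL4>Ø ovaries (Fisher's exact test, Benjamini-Hochberg adjusted p = 9.32e-233 for the last, and too small to be stored for the others).

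The inputs showed how far the ovaries differed before precipitation. The WT-Drosha and tj-GAL4>Ø inputs had a ratio of totals of 0.995 (95% exact interval 0.959 to 1.03, no replicates, exact binomial p = 0.777), and no difference in any of 142 miRNAs passed the calling rule at this depth. The spread between these 2 inputs was still larger than counting noise, with a chi-square of 1.78 per degree of freedom over 94 miRNAs. Without the fold minimum, 1 miRNA was called higher (mir-4977, 93 against 49 counts) and 1 lower (mir-4942, 86 against 146 counts).

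The TN-Drosha input total was 1.12 times that of WT-Drosha (95% exact interval 1.08 to 1.16, no replicates, exact binomial p = 5.57e-10). Of 151 miRNAs 12 were called higher and 0 lower. The named miRNAs were mir-989 (54 against 2 counts, log2 ratio 4.20, SE 0.86, exact binomial test, Benjamini-Hochberg adjusted p = 6.69e-12), mir-276a (3L, 10357828 to 10358925, 38 against 3 counts, log2 ratio 3.29, SE 0.76), mir-8 (2R, 12718437 to 12719523, 26 against 0 counts, log2 ratio 4.75, SE 1.47), mir-279 (59 against 20 counts, log2 ratio 1.51, SE 0.37) and let-7 (2L, 18471534 to 18472611, 16 against 0 counts, log2 ratio 4.09, SE 1.48). A count of 0 in the WT-Drosha input stands for a share below the 0.0504% detectable there. Allowing a coefficient of variation of 0.4 between libraries, edgeR's exact test called 2 miRNAs higher.

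Relative to the tj-GAL4>Ø input the TN-Drosha input total was 1.11 times as high (95% exact interval 1.07 to 1.15, no replicates, exact binomial p = 3.43e-09), with 10 of 151 miRNAs called higher and 0 lower. They included mir-989 (54 against 9 counts, log2 ratio 2.46, SE 0.50, exact binomial test, Benjamini-Hochberg adjusted p = 9.22e-07), mir-996 (36 against 3 counts, log2 ratio 3.21, SE 0.76), mir-276a (38 against 5 counts, log2 ratio 2.70, SE 0.63), mir-14 (57 against 18 counts, log2 ratio 1.61, SE 0.38) and let-7 (16 against 0 counts, log2 ratio 4.09, SE 1.48). No miRNA was called by edgeR's exact test when a coefficient of variation of 0.4 was assumed, a count of 0 against the 10 of the main test.

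**Figure D3:**
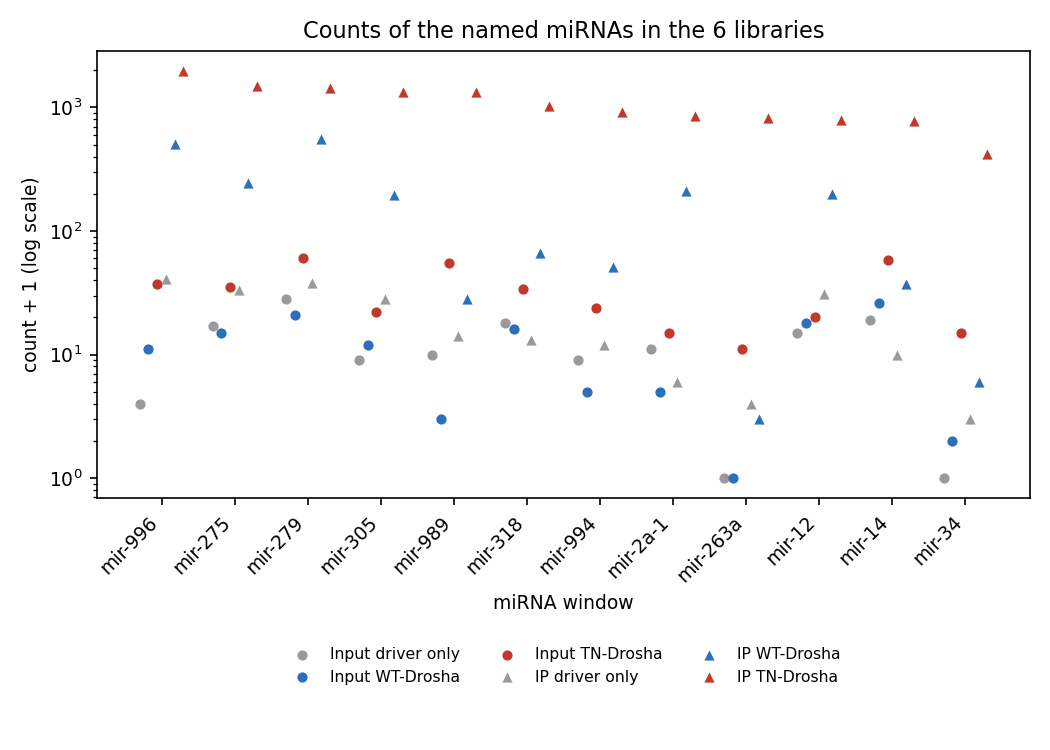
Points show count + 1 (y axis, log scale) of the 12 miRNA windows named as higher with TN-Drosha in each of the 6 libraries (circles for inputs, triangles for IPs; grey for driver only, blue for WT-Drosha, red for TN-Drosha; 1 library per point, no error bar). The TN-Drosha IP was highest for every window, from 420 counts for mir-34 to 1968 for mir-996, while the WT-Drosha IP ranged from 2 counts for mir-263a to 550 for mir-279.

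The study used the TN-Drosha precipitation to find which miRNAs are expressed in follicle cells. MiRNAs higher in the TN-Drosha IP than in the WT-Drosha IP, the mock IP and the TN-Drosha input numbered 46, in 29 loci. All 12 named miRNAs were among them, mir-14 and mir-34 included. The set took 78.0% of the counts of the TN-Drosha IP (95% Wilson interval 77.5 to 78.5%, no replicates), 35.1% of the WT-Drosha IP (34.1 to 36.0%) and 9.37% of the mock IP (8.51 to 10.3%). Its share of the inputs was 7.20% for tj-GAL4>Ø (6.58 to 7.89%), 7.16% for WT-Drosha (6.53 to 7.84%) and 12.5% for TN-Drosha (11.7 to 13.3%). These shares of the TN-Drosha IP, the WT-Drosha IP, the mock IP and the TN-Drosha input were shaped by the selection of the set. The other 191 windows held 5552, 5525 and 5819 counts in the inputs, and 3664, 6086 and 6240 in the IPs of tj-GAL4>Ø, WT-Drosha and TN-Drosha ovaries. Of the 51 miRNAs higher with TN-Drosha than with WT-Drosha, 5 were outside the set. Relative to library totals, 21 miRNAs met all 3 criteria.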

Values the study reported

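The study put the number of annotated Drosophila miRNAs at around 230. It listed 53 Drosha-dependent miRNAs in follicle cells from the precipitation of TN-Drosha, and it was able to examine 47 of them with sponges.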

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

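The comparisons, tests, groups and processing alternatives were fixed before the processed files arrived. The count table had been looked at when the predictions for the technical explanations were written, so a prediction said to be made beforehand preceded its statistic but not the sight of the counts.

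Results were flagged where the effect of precipitation differed between genotypes, by a Fisher's exact test of the difference itself. Of the 3 pairs of genotypes all were flagged, with ratios of IP to input ratios of 6.31 for TN-Drosha against tj-GAL4>Ø, 2.71 for TN-Drosha against WT-Drosha and 2.33 for WT-Drosha against tj-GAL4>Ø. With 1 library of each kind the test holds counting noise only, and any difference in precipitation or library yield between tubes would also pass it.

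Library depth was weighed first, with DESeq2 size factors as its estimate and the predictions made beforehand. If depth were the cause, the size factors should carry at least the square root of the ratio found in the totals. The ratio of ratios of the size factors was 1.57 for TN-Drosha against tj-GAL4>Ø, where 2.51 was needed, and 0.928 for TN-Drosha against WT-Drosha, where 1.65 was needed, so depth alone did not account for either. For WT-Drosha against tj-GAL4>Ø it was 1.70, above the 1.53 needed. The 2.33-fold difference in the ratio of totals may therefore come in large part from a shallower mock library, although 1.70 is less than 2.33. It was not even across windows, as depth alone would make it. The bound set held 3287 counts in the WT-Drosha IP and 426 in its input, against 379 and 431 for tj-GAL4>Ø. For the other windows the counts were 6086 and 5525, against 3664 and 5552. The set was partly selected on counts in these IPs. Single miRNAs stayed higher in the WT-Drosha than in the mock IP after scaling, 19 of them with size factors and 17 relative to library totals, and the log2 ratio of mir-279 was still 2.87 with size factors. Size factors are themselves uncertain here, because they assume that most windows do not change between an IP and an input.

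The same excess was examined between the TN-Drosha and WT-Drosha IPs. The size factors of these IPs differed by a ratio of 1.02, against 3.02 for the totals. Leaving out the 5 miRNAs with the highest counts gave a ratio of 2.96, so a few dominant windows were not behind it. Counting 1 window per locus, which removes reads shared between overlapping windows, gave 2.77. A remaining candidate explanation is biological, that TN-Drosha holds pri-miRNAs which WT-Drosha cuts and releases. It stays a hypothesis. A difference in the amount of protein expressed or precipitated, or in the efficiency of a single precipitation, was not tested and could contribute to the difference in totals.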

How the results depend on the processing

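Of 268 recomputed values, 44 that belong to headline results stayed within the limits set for a change and 18 moved. Among the others 181 were unchanged, 21 counts of miRNAs called lower moved, 3 log2 ratios of named miRNAs no longer passed the calling rule and 1 reversed. The ratios of total counts that were recomputed kept their direction and passed the same test when the 5 highest miRNAs were left out. Their size changed, as from 4.26 to 3.51 for the TN-Drosha IP against its input. The totals were not rescaled by size factors. The ratios of the TN-Drosha and of the WT-Drosha input to the tj-GAL4>Ø input were not recomputed. The ratio for TN-Drosha (1.11) had passed the test, and the ratio for WT-Drosha had not. The rank correlation stayed positive and past its threshold but fell from 0.761 to 0.443 with at least 10 counts and to 0.636 with only miRNAs counted in both libraries. The number of miRNAs higher in the WT-Drosha IP than in its input (33) ranged from 22 to 41, which is within the limit set for a change in a count.

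Scaling to the total miRNA count changed many of the results. The number of miRNAs called higher was 24 (51 in the main test) for the TN-Drosha against the WT-Drosha IP, 36 (69) for the TN-Drosha against the mock IP, 17 (43) for the WT-Drosha against the mock IP, 34 (61) for the TN-Drosha IP against its input and 12 (2) for the mock IP against its input. The miRNAs called lower rose under the same scaling to 65 (4) for the TN-Drosha against the WT-Drosha IP, 60 (1) for the TN-Drosha against the mock IP and 64 (18) for the TN-Drosha IP against its input, so that lower calls outnumbered higher ones in these comparisons. The bound set fell to 21 (46). The log2 ratio of mir-279 between the TN-Drosha and WT-Drosha IPs reversed to -0.206 (1.39). A candidate explanation is that the total is not a neutral scale here, since bound windows make up most of the TN-Drosha IP and dividing by it removes part of the difference under test.

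DESeq2 size factors, which rest on windows that change little, left 50 miRNAs higher with TN-Drosha than with WT-Drosha. They moved the comparisons with the mock IP, to 19 for the WT-Drosha against the mock IP and to 14 for the mock IP against its input. This follows from the low size factor of that library, 0.562.

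An assumed coefficient of variation of 0.4 in edgeR's exact test gave 26 for the TN-Drosha against the WT-Drosha IP, 15 for the WT-Drosha against the mock IP, 0 for the mock IP against its input, 2 for the TN-Drosha against the WT-Drosha input, 0 (10) for the TN-Drosha against the tj-GAL4>Ø input and 25 for the bound set. With such variation assumed, most of the input differences, though not the 2 still called, no longer passed. The assumed value was not measured, so this does not show that variation between ovary preparations caused them. Variation without regard to binding would not be expected to fall on the bound set alone. With the fold minimum, all 12 miRNAs called higher in the TN-Drosha than in the WT-Drosha input were in that set. So were all 10 called against the tj-GAL4>Ø input. Without it, 12 were still called higher against the WT-Drosha input. Against the tj-GAL4>Ø input 14 (10) were then higher and 1 (0) lower. The added miRNAs were mir-1016, mir-2501, mir-4917 and mir-4977 (higher) and mir-4942 (lower). These were outside the bound set, so smaller differences between these 2 inputs did not fall on that set alone. Without a fold minimum 4 miRNAs were higher in the mock IP than in its input. In the WT-Drosha against the tj-GAL4>Ø input 1 (0) was then higher and 1 (0) lower. With at least 10 counts 4 were higher in the mock IP than in its input. With 1 window per locus, 33 loci were higher with TN-Drosha than with WT-Drosha, a smaller number because a locus with several miRNAs counts once.

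Leaving out replicates and other splits of the samples were not possible with 1 library per group. The replicate block was not run because every group had a single library. No difference has a replicate check. Depth limits the mock IP most, where 3 counts were 0.0742% of the library, and then the inputs, where they were 0.0451% to 0.0504%.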

Other observations

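All 12 miRNAs called higher in the TN-Drosha input than in the WT-Drosha input belonged to the bound set, as did all 10 called against the tj-GAL4>Ø input. Without the fold minimum, the calls against the tj-GAL4>Ø input also included miRNAs outside the set, such as mir-1016 and mir-4917. Over the whole set, 35 of 46 miRNAs had more counts in the TN-Drosha than in the WT-Drosha input, 7 had fewer and 4 were tied. The odds ratio of bound against other windows was 1.85 (Fisher's exact test, p = 1.11e-23, adjusted by Benjamini-Hochberg over 3 pairs 3.33e-23), so a depth difference, which would move all windows alike, was not enough. It was 1.84 against the tj-GAL4>Ø input, and 0.993 (exact p = 0.943) between the WT-Drosha and tj-GAL4>Ø inputs. Fisher's test took every count as a separate read, although reads in overlapping windows were counted more than once. Its small p-values are therefore overstated, and the numbers of miRNAs above are not all independent. The windows of let-7 and mir-125, for instance, overlap, and each had 16 counts against 0 in the WT-Drosha input. A second technical explanation was spill-over of reads from the TN-Drosha IP, the largest library. It was tested on miRNAs with at most 3 counts in either control input and at least 100 in the TN-Drosha IP. Where windows of such miRNAs overlapped, only the one with the most TN-Drosha IP counts was kept, since their reads are shared. This removed let-7, mir-34 and mir-100 and left 8 miRNAs, all in the bound set. The TN-Drosha input held 56 counts for them, 1.35% of the TN-Drosha IP, from 0.480% for mir-317 to 3.66% for mir-125, and this share varied more than counting noise (permutation test of homogeneity, in which reads were exchanged between the libraries, p = 0.00224). Spill-over in equal proportion was therefore not sufficient, although it may add to the counts. Accumulation of uncut pri-miRNA in follicle cells that express TN-Drosha remains a candidate explanation. The study reported a separate measurement by RT-PCR with biological replicates. There, all 3 pri-miRNAs it tested were stabilized by TN-Drosha, and also by RNAi against drosha. That measurement did not cover the bound set as a whole. The predictions for depth and spill-over were both made after the pattern was seen. Reads may have been counted in a way that flattens high windows, and the calls rest on 1 library each.

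The same 8 miRNAs had 20 counts in the mock IP, from 1 to 4 each, although no tagged protein was present and the tj-GAL4>Ø input held at most 3 for any of them. These 20 counts were 0.482% of the counts in the TN-Drosha IP, and here the share was even across miRNAs (permutation test of homogeneity, p = 0.917), which is consistent with spill-over of a small part of the TN-Drosha IP into the mock. At counts of 1 to 4 the test has little power. Spill-over at this rate did not explain the 2 miRNAs called higher in the mock IP than in its input. These 2 were picked for their high mock counts, which favours an excess, and no other miRNA was tested in this way. For mir-996 the mock held 40 counts where input and spill-over gave 11.4 (exact Poisson p = 3.30e-11), and for mir-305 it held 27 where 11.5 were predicted (exact Poisson p = 6.65e-05). If high windows of the TN-Drosha IP were undercounted, the rate would be too low for these miRNAs, so spill-over may still contribute. These predictions were also made after the counts were seen.

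The WT-Drosha IP count, as a share of the TN-Drosha IP count, differed widely between bound loci. No mock background was subtracted. Of the 46 bound miRNAs, 22 were called higher in the WT-Drosha IP than in the mock IP. Some low counts did not exceed the mock, as for mir-263a (2 against 3) and mir-276a (3 against 7). Some high shares were not called over it, as for mir-281-2 (28 against 25) and mir-983-2 (28 against 19). The share is therefore not a direct measure of retention by WT-Drosha. Over the 29 bound loci, taking the window with the most counts in each, the share ranged from 0 for loci with no WT-Drosha count to 48.6% for mir-999, and mir-996, mir-12 and mir-2a-1 lay near 25% while mir-263a lay at 0.242%. The set was selected for at least a 2-fold excess with TN-Drosha, so larger shares were excluded by design. The share varied more than counting noise (permutation test of homogeneity, p = 1e-05, the smallest that the permutations can give). A uniform spill-over of TN-Drosha reads would give an even share and so could not alone produce this variation. The test cannot exclude a uniform part beneath it. Predictions made beforehand were that the log2 ratio would follow the TN-Drosha IP count if counts were capped at high abundance, the mock count if background were the cause, and the WT-Drosha input count if RNA level were. Spearman's rho was -0.218 (p = 0.252), 0.246 (p = 0.196) and 0.310 (p = 0.101) across loci, by permutation tests with Benjamini-Hochberg adjusted p = 0.252 for all 3, so no relation was detectable with 29 loci and a weaker one is not excluded. The TN-Drosha IP count is the denominator of the log2 ratio of WT-Drosha to TN-Drosha, which pushes the first rho down. That test therefore cannot decide whether counts were capped.

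Loci with more than 1 miRNA, each represented by its window with the most TN-Drosha counts, had the higher shares on average. The mean log2 ratio of WT-Drosha to TN-Drosha was -2.66 (SD 1.59, 13 loci) for them and -5.14 (SD 1.84, 16 loci) for loci with 1 miRNA, a difference of 2.48 (permutation test, p = 0.0009). Among loci with at least 100 counts in the TN-Drosha IP the difference was 2.97 (permutation test, p = 0.00179, 10 against 10 loci). Shares differed within some loci, as for mir-277, mir-34 and mir-317, with 89, 5 and 14 WT-Drosha counts against 524, 420 and 417 with TN-Drosha. Other loci had similar shares, as mir-275 (243 against 1494) and mir-305 (193 against 1341), whose windows overlap. Retention of a pri-miRNA with several hairpins by the active enzyme may differ from that of a pri-miRNA with 1, but the idea came from the same counts that tested it. The loci are few, the reads of overlapping windows are shared, and the shares include any mock background. A difference in retention can only be called a hypothesis.

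In the TN-Drosha IP the highest window, mir-996, held 1968 counts, which is 93.9% of the 2096 start positions that reads of 50 nt have on both strands of its 1097 bp. No window exceeded its number of start positions, and 7 windows exceeded 50% of it. Counting each distinct read once could produce such a limit, and the ratios of the windows with the highest TN-Drosha counts, such as mir-996, would then be underestimates. The files cannot tell this apart from counts that happen to end there, and the prediction was made after the maximum was seen.

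Some miRNAs recovered by WT-Drosha differed less than 2-fold between the WT-Drosha and TN-Drosha IPs. Of 26 miRNAs higher in the WT-Drosha IP than in both the mock IP and the WT-Drosha input, 7 were outside the bound set. The one with the most counts was mir-284 (3R, 8376737 to 8377836), with 127 counts in the WT-Drosha IP, 189 in the TN-Drosha IP, 1 in the mock IP and 3 in the WT-Drosha input. Its log2 ratio of TN-Drosha to WT-Drosha was 0.57 (exact binomial test, Benjamini-Hochberg adjusted p = 0.00213). The others were the neighbouring windows of mir-959 to mir-964 on 2L, which overlap and had 9 to 17 counts with WT-Drosha, 15 to 18 with TN-Drosha and 0 in every input. No explanation was tested for these miRNAs.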
